# RACS: rapid analysis of ChIP-Seq data for contig based genomes

**DOI:** 10.1186/s12859-019-3100-2

**Published:** 2019-10-29

**Authors:** Alejandro Saettone, Marcelo Ponce, Syed Nabeel-Shah, Jeffrey Fillingham

**Keywords:** Chromatin immunoprecipitation, Next generation sequencing, Bioinformatics pipeline, High-performance computing, *Tetrahymena thermophila*

## Abstract

**Background:**

Chromatin immunoprecipitation coupled to next generation sequencing (ChIP-Seq) is a widely-used molecular method to investigate the function of chromatin-related proteins by identifying their associated DNA sequences on a genomic scale. ChIP-Seq generates large quantities of data that is difficult to process and analyze, particularly for organisms with a contig-based sequenced genomes that typically have minimal annotation on their associated set of genes other than their associated coordinates primarily predicted by gene finding programs. Poorly annotated genome sequence makes comprehensive analysis of ChIP-Seq data difficult and as such standardized analysis pipelines are lacking.

**Results:**

We present a one-stop computational pipeline, “Rapid Analysis of ChIP-Seq data” (RACS), that utilizes traditional High-Performance Computing (HPC) techniques in association with open source tools for processing and analyzing raw ChIP-Seq data. RACS is an open source computational pipeline available from any of the following repositories https://bitbucket.org/mjponce/RACS or https://gitrepos.scinet.utoronto.ca/public/?a=summary&p=RACS. RACS is particularly useful for ChIP-Seq in organisms with contig-based genomes that have poor gene annotation to aid protein function discovery.To test the performance and efficiency of RACS, we analyzed ChIP-Seq data previously published in a model organism *Tetrahymena thermophila* which has a contig-based genome. We assessed the generality of RACS by analyzing a previously published data set generated using the model organism *Oxytricha trifallax*, whose genome sequence is also contig-based with poor annotation.

**Conclusions:**

The RACS computational pipeline presented in this report is an efficient and reliable tool to analyze genome-wide raw ChIP-Seq data generated in model organisms with poorly annotated contig-based genome sequence. Because RACS segregates the found read accumulations between genic and intergenic regions, it is particularly efficient for rapid downstream analyses of proteins involved in gene expression.

## Background

In the last few years, traditional HPC centers, such as SciNet at the University of Toronto [1], have been witnessing the emergence of increasing amounts of work-flows from non-typical disciplines in the field of computational science [2]. Among those, disciplines related to bioinformatics appear to be the most prominent in terms of demanding resources and tackling complex biological questions an example of which related to the understanding of the mechanisms underlying transcription. Some of these biological questions are being answered by Next Generation Sequencing (NGS). For example, NGS-based methodologies are helping to address biological questions including the human genome project [3], the human microbiome project [4], RNA-Seq to analyze gene expression [5, 6] and Chromatin immunoprecipitation coupled to NGS (ChIP-Seq) to assess global DNA-binding sites [5, 6].

The advantage of these NGS methodologies for researchers is that high-throughput sequencing allows millions of DNA molecules to be read at the same time [7–9]. The output of NGS is therefore substantial and can be overwhelming for analyses [10, 11]. These analyses are facilitated in model organisms that feature well-annotated genomes such as humans and yeast where genomic sequence is presented in full chromosomal form, the DNA sequence of which can be found as individual files. These genomes have available annotation files that depict the chromosome-specific DNA base pair coordinates of cis-acting DNA sequences including, open reading frames (ORFs), untranslated regions, transcription start sites, and promoter sequences as well as information about the genes themselves taken from the scientific literature making the interpretation of ChIP-Seq data of transcription proteins more accessible. The difficulties during NGS analyses can be compounded if the genome under study is presented as contig-based (contiguous) sequence assemblies, as is the case in the model ciliates *T.thermophila* and *O.trifallax*. A contig-based genome sequence is structured and presented as a basic assembly of consensus regions based on overlapping DNA sequences obtained from DNA sequencing. Contig-based genome sequences are usually available as a conglomerate of individual contigs in a large file. These genome sequences frequently provide files with minimal annotations of predicted genes usually reflecting the lack of available information in the literature.

ChIP-Seq is used in gene expression studies to make predictions about the function(s) a protein in transcription based on its position within a gene [9, 12]. For example, if the Protein of Interest (POI) accumulates within genes rather than intergenic regions, we could infer that it might have a direct role in transcription regulation. An enrichment of the ChIP peaks near the 5’UTRs would suggest that the POI likely functions in transcription initiation. On the other hand, accumulation of ChIP peaks at the 3’ ends would suggest a role in transcription termination while proteins involved in elongation are typically found throughout the coding region. Note this is only a first approximation since gene expression can also be coordinated by elements that are not in close proximity to the specific gene [13].

To determine POI position(s) within a genome from raw ChIP-Seq data, the files containing gene coordinates are needed. It is important to note that less developed genomes such as that of *T.thermophila* and *O.trifallax* provide files containing the predicted coordinates for gene positions as minimum annotation. Current ChIP-Seq applications such as MACS2 [14] do not directly address whether the accumulation of the POI is in a specific area such as genic or intergenic region. To obtain a genome file that can be used by a software like MACS2 many other computational steps are required. After the initial alignment, the data is typically analyzed by a peak calling software, such as MACS2, which provide with peaks coordinates. The user then needs to further process the peaks obtained with third-party softwares such as BEDTools [15] to assess the local enrichment within genic and/or intergenic regions.

Our computational pipeline **R**apidly **A**nalyze **C**hIP-**S**eq data (RACS) can be used for any genome that has files containing coordinate sequences of interest. Our pipeline provides a unified tool to perform comprehensive ChIP-Seq data analysis. For instance, with RACS users obtain the co-ordinates of ChIP peaks as well as information regarding their relative enrichment across the genome, i.e. number of significant peaks found with genic versus non-genic regions. We suggest that RACS is a versatile computation pipeline suitable to analyze ChIP-Seq data generated using any model organism.

## RACS pipeline implementation

In this work, we describe and demonstrate the utility of the RACS pipeline using two ChIP-Seq data sets generated in two different model organisms including *T.thermophila* and *O.trifallax*. The *T. thermophila* ChIP-Seq data set originates from our recent study [16] on the Ibd1 protein that we found to be a component of multiple chromatin remodeling complexes and localized mainly to highly transcribed genes. Here, we used RACS to refine the Ibd1 ChIP-Seq analysis by subtracting data from an untagged control sample. The *O.trifallax* data set is derived from a study that suggests that RNA Polymerase II (RNAPII) is involved on genome-wide nanochromosome transcription during development [17]. RACS analysis gives results comparable to the reported ChIP-Seq data for *O.trifallax* RNAPII supporting the use of RACS as a generic pipeline.

The RACS pipeline is an open source set of shell and R scripts, which are organized in three main categories:

- the *core pipeline* tools, which allow the user to compute reads differentiating between genic and intergenic regions automatically
- auxiliary *post-processing* scripts^1^ for normalization using the “Cluster Passing Filtering” (PF) values
- and *utilities* to validate results by visualizing the reads accumulation and run comparisons with other software tools, such as IGV and MACS2 respectively.

The RACS repository includes the core or main scripts placed in the “core” directory. The comparison and auxiliary tools are placed in a “tools” directory. We have also included examples of submission scripts in the “hpc” directory, with PBS [18, 19] and SLURM [20, 21] examples of submission scripts, so that users with access to HPC resources can take advantage of them. Additionally, we have included a “datasets” directory containing scripts that allow the user to download the data used in these analyses. Details about the pipeline implementation and how to use it are included in the ‘README’ file available within the RACS repositories. A generic top-down overview of the pipeline implementation for the data analysis, is shown in Fig. 1.

**Fig. 1:**
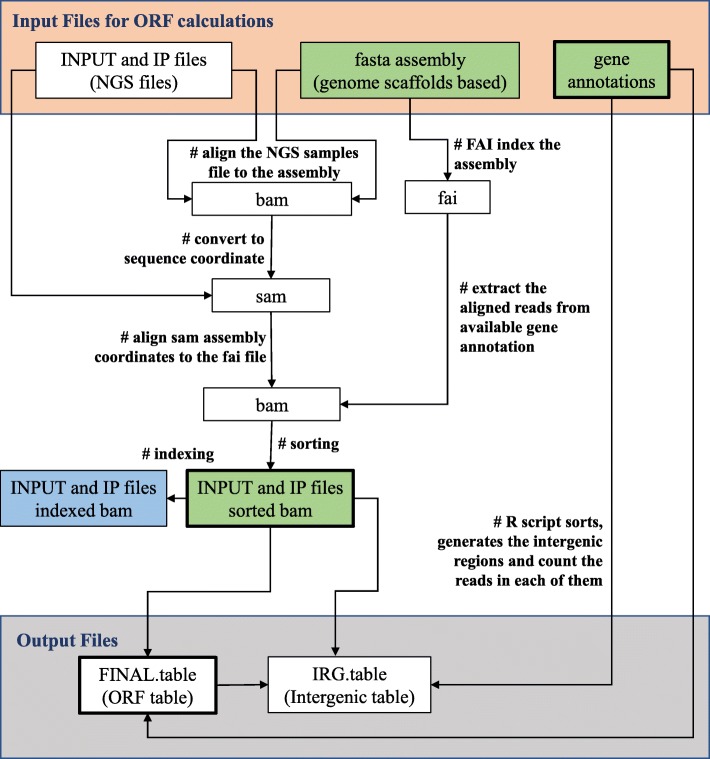
Core RACS pipeline overview. This flowchart represents the logic steps implemented in the core pipeline. Boxes represent files and file types as indicated in the text. Files with thick boxes represent the Input Files for Intergenic calculations. Files in green are to be uploaded to IGV. File in blue is needed for IGV but it does not have to be uploaded to IGV. This file has to be kept in the same folder directory than the sorted bam

The RACS pipeline will run in any standard workstation with a Linux-type operating system. In addition, the following open source tools are needed by the RACS core scripts:

- Burrows-Wheeler Alignment (BWA) version 0.7.13 [22]
- Sequence Alignment/Map (SAMtools) version 1.3.1 [23]
- the R statistical language [24]

Our pipeline is open source, and the scripts are available to download and accessible from public repositories^2^.

The pipeline requires as input the *.fastq* files (obtained from NGS) from the ChIP-Seq experiments and the specific genome assembly files and a file containing the gene annotations (e.g. *.gff3* files containing genic regions) corresponding to the organism.

For *T.themophila* these files are: T_thermophila_June2014.assembly.fasta and T_thermophila_June2014.gff3. Both files can be found at http://ciliate.org/index.php/home/downloads [25].

For *O.trifallax* these files are: Oxytricha_trifallax_022112_assembly.fasta and Oxytricha_trifallax_022112.gff3. Both files can be found at http://oxy.ciliate.org/index.php/home/downloads [25].

### Core pipeline tools

Our core scripts do not require any additional packages other than the ones mentioned above; however, the comparison tools, depending on what format the data to compare with is given, might use some additonal R packages, such as a spreadsheet reader package. For instance, we have included one named *.xlsx* which allows to read proprietary formats. The results of the genic and intergenic regions are generated in two *.csv* files. These are standard text ASCII files, which can be read with any typical spreadsheet software or R.

#### Determination of the genic regions

To count the amount of reads in each genic region the core pipeline script was implemented using Linux shell commands combined with the usage of BWA and SAMtools. The input files are the genome of reference (T_thermophila_June2014.assembly.fasta), the gene annotation file (T_thermophila_June2014.gff3) and the INPUT and IP files obtained from NGS. The INPUT files contain the information obtained from NGS prior to the immunoprecipitation; thus, this file contains the initial reference amount of DNA reads. The IP file contains the data after the immunoprecipitation; thus, this file contains the DNA that were enriched by the POI. After the INPUT and IP sequences are aligned with the genome and sorted, the script uses a loop to count the reads in each genic region and deposits the obtained data in a file named “FINAL.table.*INPUTfile*-*IPfile*”; where *INPUTfile* and *IPfile* are the INPUT and IP files respectively. Figure 1 depicts a flowchart representing the required steps to obtain the final table containing the number of reads found in each of the genic regions. Details of the processing stages are shown in Fig. 2, in relation to *T.thermophila* scaffold database and the breakdown of each these steps.

**Fig. 2:**
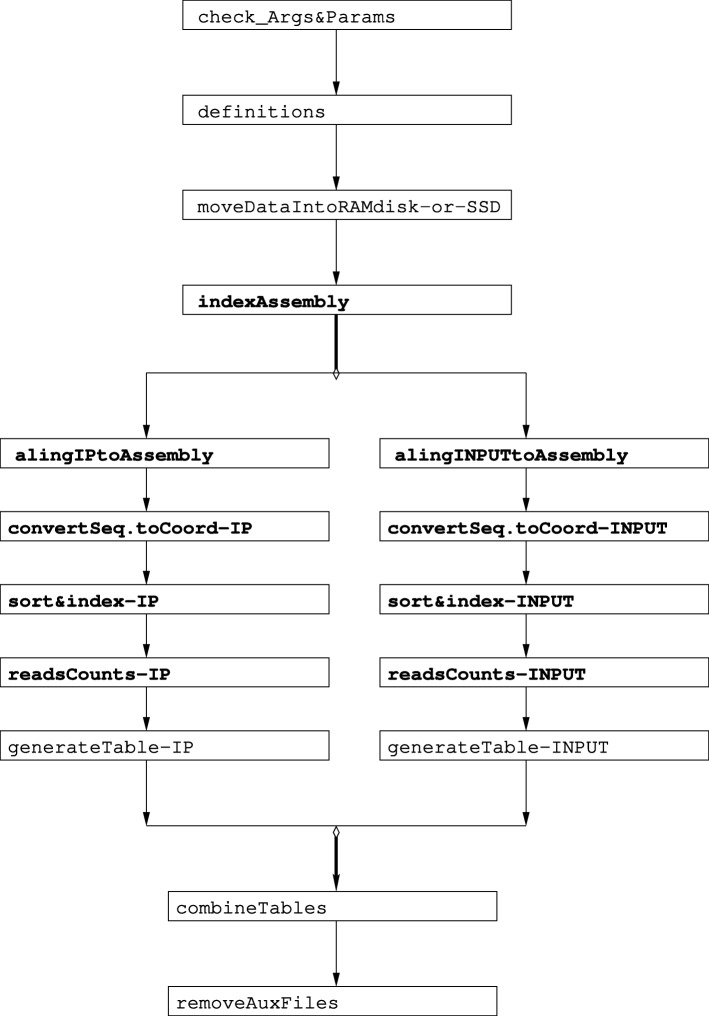
Schematic diagram of the tasks implemented for the RACS *core pipeline*. Included are details of the processing stages in relation to the scaffold based genome and the breakdown of each these steps. Bold names, indicate bioinformatic specific modules while normal fonts represent generic ones. The bifurcation represents tasks that can be executed in parallel, as there is no data dependency among them

The RACS pipeline was implemented to specifically target data from the *T.thermophila* organism in particular utilizing an specific *gff3* file. However due to the modular fashion in which RACS was implemented, it is possible for users targeting different organisms and even different markers, to “instruct” RACS to do so. At the level of the IGR, if the reference file follows the usual gff3 structure, nothing has to be modified in the pipeline. As a matter of fact, we implemented several checks in order to verify and guarantee the consistency of the data provided by this file. At the level of the ORF, the user will need to specify a few parameters that will be used when the targets depart from the ones used by default in the pipeline. The terms and filters allow the user to target either genes or mRNA or any other specifier within the reference file, making essentially agnostic of the organism type. In order to achieve this, the user should provide a ’definition’ file, indicating the targets for the pipeline for which to filter for the reference file. We have included a subdirectory in the repository "core/defns", where we include some files exemplifying the implementation of different cases and organisms.

In particular, the variables filter1, filter2, as well as, delim1, delim2, delim3; should be adjusted correspondingly to the organism of interest and the way the data is organized within the reference file. The following code shows an example of how this is done for *T.thermophila* and *O.trifallax*.

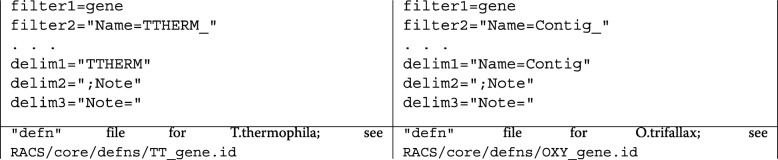

#### Determination of the intergenic regions

The intergenic regions were not available neither determined by the standard packages. For this reason, we developed an R script to determine these regions. In this pipeline these sequences are calculated during each run to account for further genome actualizations. The inputs for this script are the files generated by the genic regions pipeline discussed in the previous section (i.e. “FINAL.table.*INPUTfile*-*IPfile*”, the INPUT and IP *.bam* files –which are generated as intermediate files of the Genic Region pipeline–) plus the gene annotation file (e.g. T_thermophila_June2014.gff3). First, the script determines the intergenic regions by calculating the beginning and end of each annotated gene within each available scaffold and subtracts these values. 

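The tables of the untagged (mock) *T. thermophila* samples list 27780 intergenic regions each, on 857 scaffolds. No intergenic region had a negative size. A size of 0 bp was listed for 16 regions, and these held 0 reads in the IP and INPUT libraries of both replicates. The median intergenic region was 1055 bp long and the longest was 21203 bp.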

The algorithm only reports intergenic regions that are equal or greater to zero. In the earlier version of the pipeline this constraint was not included, and in some cases, it could result in the pipeline reporting regions with negative sizes. We noticed that 92 of these cases were presented in our previous study [16]; however, we should emphasize that there were not reads present in these regions thus did not affect these results. Second, the script uses the newly generated intergenic regions to count the number of reads in each of them. Finally, the data is deposited in the intergenic table for each of the intergenic regions Fig. 1.

### Post-processing

#### Normalization of reads accumulation and enrichment calculation

To account for differences in the amount of clusters PF (reads) presented among samples, each of the obtained INPUT and IP values were normalized by dividing them by the corresponding clusters PF value of the Flowcell summary (obtained from the NGS run) or from the Total Sequences (obtained from the fastQC file). These calculations can be done by the script “normalizedORF.sh” located in the core directory of RACS. Alternatively, it can also be calculated employing the following two spreadsheets: for the genic regions (*TET_Ibd1_MAC_Genome_Genic.xlsx*), and for the intergenic regions (*TET_Ibd1_MAC_Genome_Intergenic.xlsx*); that can be found in the “datasets” subdirectory within the RACS repository. Notice that there are several spreadsheets provided in this subdirectory, each of them will be used for different organisms/cases and can be used as templates for other datasets.

These spreadsheets contain the reads found in the untagged (or mock purification/negative control) samples in the *Untagged* tab. The user can also add the Flowcell summary details in the *Add_FCS_for_(SAMPLE_ID)* tab. The user can manually introduce the read values for the samples being analyzed in the *Add_(SAMPLE_ID)_ChiP_Seq* tab. In this tab the user can divide the number found by RACS by the corresponding cluster PF number found in the previous tab. This data can be deposited in the “Normalized_INPUT or _IP (FCS)” columns. After the required reads normalization, the accumulation can be obtained as the number of IP reads divided by the number of INPUT reads (IP/INPUT). This can be deposited in the “Enrichment_(N_IP(FCS)/N_INPUT(FCS)” column of the same tabs. The obtained values are filtered (*Filter 1*) by the user by subtracting the corresponding number found in the *Untagged* tab and deposit the values in the *Enrichment_Minus_AVERAGE_untagged* column. If there are more than two samples the values can be averaged and values that are less than 1.5 can be filtered (*Filter 2*) and deposited in the “Enrichment_Average_Sample” tab. For the genic region table, in this tab there is a column containing the Expression profile obtained from the *RNA_Seq* tab. We recommend to copy the filtered cells to the *Results* tab. The distribution of the protein of interest can be calculated in this tab. For the Intergenic table there is a *ORF_vs_IGR* (Intergenic) tab where the number of regions and reads can be calculated. The number of regions is represented by the number of genic and intergenic regions that passed the 2 filters. If there is data available for untagged samples, please refer to the “Utilities: validation and quality checks” section.

The number of reads found in the genic and intergenic regions can be calculated by adding all the available values from the “Normalized IP (FCS)” columns and deposit them in the *ORF_vs_IGR* tab of the Intergenic table.

During the post-processing steps, it is important to note that some regions presented in the processed table may have very few reads after subtracting the values obtained from untagged samples and they may seem as real interactors when they are not. For instance, a sample that has 2 reads in the INPUT and 10 reads in the IP will return an enrichment of 5 and it may pass the filter of 1.5 × enrichment but they may not be significantly enriched.

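The size of this effect was measured in the untagged samples, where the IP libraries were sequenced more deeply than the INPUT libraries, with 2.88 IP reads per INPUT read in replicate 1 and 4.09 in replicate 2. After division by the total reads of each library, 10 IP reads over 2 INPUT reads gave an enrichment of 1.74 in replicate 1 and of 1.22 in replicate 2. In replicate 1, 342 genic and intergenic regions had 2 INPUT reads, and 69 of them (20.2%) reached an enrichment of 1.5. In replicate 2 there were 232 such regions, and 117 of them (50.4%) reached it. Over both replicates, the mean enrichment was 1.5 or more in 1097 of 5696 regions (19.3%) whose lower INPUT count was under 10. It was 1.5 or more in 3520 of 27635 regions (12.7%) with 10 to 49 INPUT reads, and in 2881 of 21055 regions (13.7%) with at least 50. An adjusted p-value under 0.05 for a higher count in IP, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was found for 8 of those 1097 regions, for 155 of the 3520 and for 119 of the 2881. The 1097 include regions with too few reads to be tested, which have no p-value, so their share is not strictly comparable with the others. Regions with under 10 INPUT reads made up 14.6% of all regions at 1.5 or more when the runs of each library were summed, and 49.2% with the November run alone.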

### Utilities: validation and quality checks

To account for biological and experimental variability in the wet lab, we typically perform ChIP-Seq using 2 independent samples for each distinct strain and average their Enrichment. 

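Reads of the untagged samples fell in both kinds of region. Genic regions held 59.4% of the counted reads in the INPUT of replicate 1 and 61.9% in that of replicate 2, and they make up 63.1% of the listed sequence. In the IP they held 75.6% in replicate 1 and 58.8% in replicate 2. The genic share was 67.2% ± 11.9 (SD, n = 2) in IP and 60.6% ± 1.72 (SD, n = 2) in INPUT, so the difference between IP and INPUT was smaller than the spread between the IP replicates. An exact permutation test of 2 libraries against 2 cannot give a p-value under 0.333, and none was run. The 95% Wilson intervals of these shares were at most 0.168 percentage points wide and cover counting error only. Between the October and November sequencing runs of one library, the IP share changed by at most 0.413 percentage points. In reads per kb, the median intergenic region had 21.3 in the IP of replicate 1 against 51.3 for the median genic region, while the values in replicate 2 were 118.8 and 122.3.

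**Figure D1:**
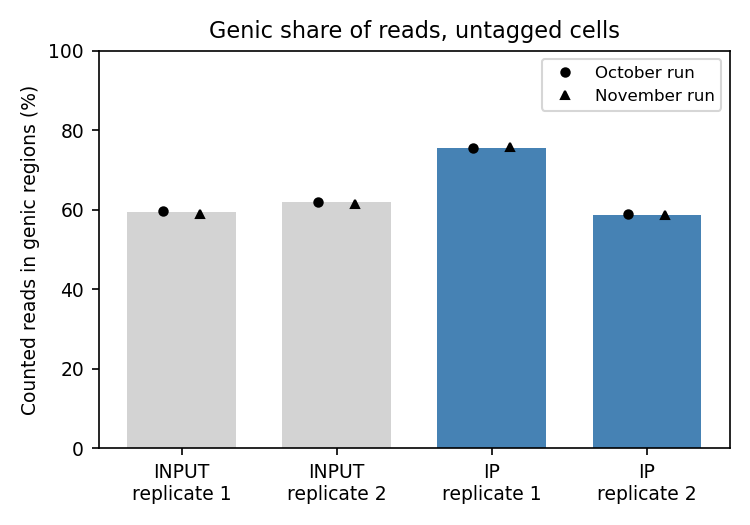
Share of counted reads that fell in genic regions (y axis, %) for each library of untagged cells (x axis). Bars give both sequencing runs summed and symbols give each run; the IP of replicate 1 stands at 75.6% and the other libraries lie between 58.8% and 61.9%.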

To validate the findings, it is important to determine the genic and intergenic regions of the untagged (negative control) INPUT and IP samples. After this determination, we subtracted the obtained average enrichment from untagged to the obtained tagged average of the samples. Then we filtered for values that had an enrichment greater than or equal to 1.5 in the final enrichment column. These are the enriched regions and represent genomic regions to which the POI binds.

#### Visualization of reads accumulation

The browser IGV [26] can be used to visually inspect and validate the obtained reads based on their ranked enrichment. The files needed are illustrated in Fig. 1 and the ‘README’ file included in the RACS’ repository. MACS2, a main-stream application to call peaks, can also be used as specified in [14]. MACS2 uses the same intermediate files (*.bam*) obtained from the RACS pipeline, hence it can be a good reference to be considered for comparison purposes.

### RACS performance

RACS can be run in any normal Linux workstation; however, it can also take advantages of cluster-type environments. In particular, several stages of RACS can be run using multicore architectures with several threads in parallel. In addition to that, RAMdisk can be used to speed up file I/O operations. This is achieved by indicating thorugh a command line argument the specific location for the “working space” that RACS will use to place the input and temporary files to be generated. When we originally developed our pipeline, we tested it in our previous HPC cluster, GPC [1] consisting of 2.53 GHz Intel Xeon E5540, with 16 GB RAM per node (2 GB per core). By comparing the performance of RACS with a typical workstation we noticed a speed-up factor among 8 to 12 ×. We have also run our pipeline in our newest cluster, Niagara [27], of 1500 Lenovo SD350 servers each with 40 Intel “Skylake” cores at 2.4 GHz. Each node of the cluster has 188 GiB / 202 GB RAM per node, for which we have obtained a speed up of 5 to 10 ×. In other words, the whole processing of genic (ORF) and intergenic (IGR) for a typical INPUT/IP sample, took between 1 and 2 h. In addition to that, in our new system is possible to bundle 40 (80 using multithreading) processes together.

Moreover, this first release of RACS utilizes the basic SAMtools and BAM codes, however it has been reported that improvements in processing SAM files could be achieved using SAMBAMBA [28]. One of the many advantages of dealing with an open source, modular pipeline like this, is that it allows interested users to explore this possibility as well, just by modifying the tool to process SAM files and selecting the one desired.

As mentioned above, one additional functionality that RACS offers is the ability to specify the “working space”. When using the main script for counting reads in ORF, the user has the ability of indicating whether to use a faster “working space” than traditional spinning disks (ie. HDD) such as memory (ie. RAMdisk) or a solid state device (SSD). In general, utilizing RAMdisk or SSDs, would result in a speed-up of roughly 10 to 30%, depending on hardware specifications and the size of the dataset to be analyzed. The larger the dataset the more I/O operations (reads/writes) that would be needed, hence larger datasets would benefit the most of this. This is of course, assuming that the data and subsequent auxiliary files created during the analysis will fit in “memory”. If that is not the case then depending on the system and how it is configured may result in decremental performance (e.g. some computers will begin *swapping* data –i.e. start using traditional HDD space–) or even crash (for instance, is common in many HPC clusters to do not allow for swapping techniques). Differences in performance among SSD vs RAMdisk, are almost negligible, again depending on hardware specs, this can be upmost of the order of few percentages. Finally, it should be noticed that by using RAMdisk (i.e. memory) as a working space, users will reduce the overall computational time, however this is will ultimately depend upon the amount of memory available as this technique will clearly increase the utilization of RAM. As a general estimate, at the moment of running the pipeline, users might estimate the amount of memory needed by one order of magnitude larger (i.e. ×10) than the size of the dataset to be processed. Further details about memory utilization and walltimes as function of number of threads or cores, are presented in Table 2 and in the “doc” directory of the RACS repository.

## Results

In this paper we introduce a one-stop methodology to analyze ChIP-Seq data to find the set of genome coordinates for a given POI. This methodology utilizes open-source tools such as BWA [22], SAMtools [23], Linux shell and R scripts [24] and techniques commonly employed in the HPC fields. RACS can be run either in a typical workstation or taking full advantage of HPC resources, such as, multicore architectures and use of RAMdisk, to improve the analysis times making it more efficient, (see details on “RACS performance” section). This pipeline was developed to answer whether the POI localized to a given set of cordinates (genes) or to the remaining regions in the genome that were not given by the user (intergenic). RACS was designed in a user-friendly manner to accommodate researchers with basic knowledge in Linux shell and R [24]. RACS provides accessible downstream analyses of ChIP-Seq data obtained from Illumina instruments. RACS follows a unique approach to tackle this problem, is widely applicable and useful enough to analyze ChIP-Seq related data from a variety of different organisms generated by NGS.

The RACS pipeline, Fig. 2, offers a solution that utilizes an available contig-based genome sequence file and a second annotation file that contains the coordinates for the annotated genes. After processing ChIP-Seq data, RACS will output two tables, the first containing all found reads accumulation in the genic region corresponding to the annotated genes and the second containing the accumulation of reads in the intergenic regions. 

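For the untagged samples, the intergenic regions were checked against the gene coordinates of the same tables. Of the 27779 regions with the same coordinates in every table, 26070 were bounded by an annotated gene at both ends. On each of the 857 scaffolds a region started at position 1, and 855 of these had a size above 0. A region after the last gene was listed for 851 scaffolds. Because 68 genes overlap an earlier gene of their scaffold, 43 intergenic regions overlapped an annotated gene, so reads there could be counted in both tables. The remaining region lies on scf_8254802 of the macronuclear assembly used by the paper and ends at 11478. It starts at 3136 in the tables of replicate 1 and at 6563 in those of replicate 2, and it was left out of the comparisons.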

An intergenic region will be calculated as a region that starts at the end of a given gene coordinate and ends at the beginning of the next contiguous given gene coordinate. RACS will calculate the beginning of a contig as the beginning of an intergenic region (as long as there is not an annotated gene at the beginning of the contig) which ends at the coordinate of the first encountered gene, and it will do the same at the end of each contig. These intergenic or adjacent regions are newly generated each time to account for modifications or improvements in the files containing gene annotations. The obtained results from both tables are normalized to the number of clusters that passed Illumina’s “Chastity filter” also called clusters PF. These numbers represent the reads obtained per sample. The normalized values are further filtered by using the data obtained from the mock samples.

### Case study

In this section, we describe how RACS was used to analyze and generate the data presented in [16] in addition to its refinement by introducing ChIP-Seq data from untagged strain. The model organism used in [16] is the protist Alveolate *T. thermophila* which is the most experimentally amenable member of this taxonomical group. *T. thermophila* can be used in some cases to understand the basic biology of the parasitic and disease-causing members of the Alveolates. Members of *Plasmodium* species that causes malaria [29–31] and other related species that affect ecosystems [32] and aquiculture [33] can be examined by analogy through our selected model organism. In addition, *T.thermophila* has genes that present homology to human genes [34, 35] and characteristics that makes it an excellent candidate to study chromatin mainly because of the segregation of transcriptionally active and silent chromatin into two distinct nuclei, macronucleus (MAC) and micronucleus (MIC) respectively [36]. In our recent study we identified a protein, Ibd1, that physically interacts with several chromatin remodeling complexes [16]. The *T.thermophila*’s genome [25] is contig based and contains almost 27 thousand annotated genes or genic regions [37]. 

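The genic tables of the untagged samples list 26996 genes on 857 scaffolds. Their lengths run from 150 to 31898 bp with a median of 1734 bp, and they sum to 64811314 bp. The description was hypothetical protein for 9789 genes (36.3%). All 26996 gene names were found in the RefSeq gene table of assembly JCVI-TTA1-2.2, which was used for names only and added no symbol other than the locus tag.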

To further the understanding of Ibd1, and to contribute to current understanding of how chromatin remodeling works, we analyzed its localization within the genome by ChIP-Seq (Fig. 3) [38–41]. This allowed us to identify the set of genes bound by Ibd1 to begin to understand its function.

**Fig. 3:**
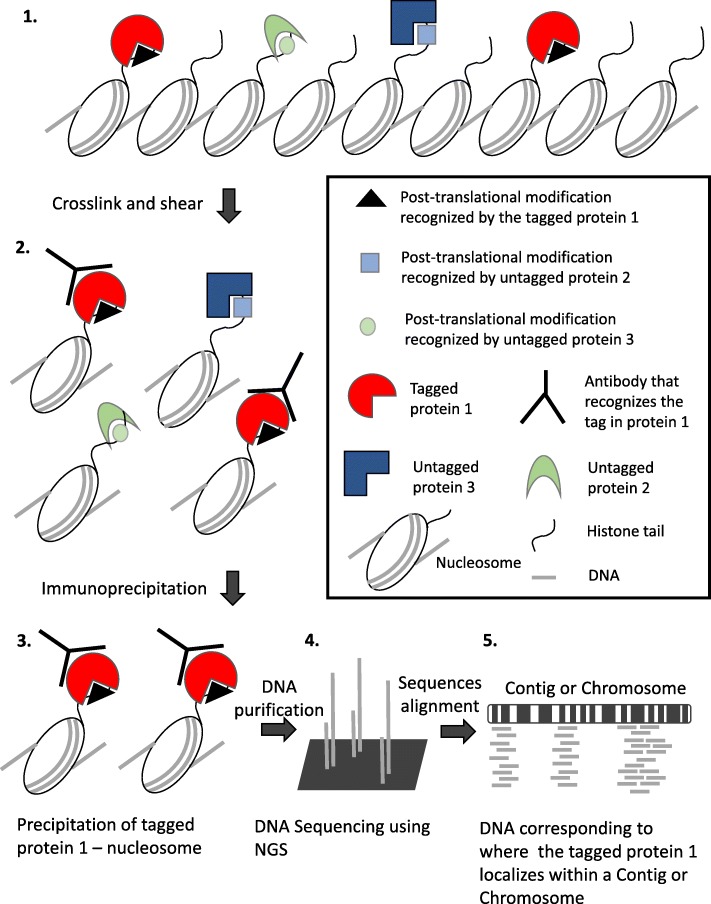
Diagram summarizing the *ChIP-Seq* technique used to prepare the samples and generate the data from the “wet-lab”: 1) Native state of chromatin. 2) Specific antibodies recognize the tagged proteins. 3) Isolation of tagged protein plus its interacting chromatin. 4) After DNA purification and library preparation NGS is performed. 5) The output data from NGS is aligned to *Tetrahymena thermophila*’s genome assembly

#### Pre-processing of the fastq files and quality assessment

The ChIP samples were processed as described in [16] to make the library preparation using the TruSeq ChIP-Seq kit (Illumina). For the untagged (this study) and Ibd1 [16] strains, libraries were sequenced using the v4 chemistry in a HiSeq2500 instrument (Illumina) set for High Output mode. The obtained read lengths were of 66 base pairs, 6 base pairs corresponded to the adapters for demultiplexing. These files were demultiplexed in *fastq* format and the adapters were trimmed using the bcl2fastq2 Conversion Software v2.20.0. The obtained *fastq* files for the INPUTS and IP samples were assessed by fastQC version 0.11.5 [42]. Each dataset obtained from the ChIP-Seq experiments has a sequence of whole cell DNA (INPUT) and DNA sequenced from an immunoprecipitated (IP) sample. The Ibd1 NGS data generated in [16] can be found at the following Gene Expression Omnibus (GEO) link: GSE103318 [16]. In addition, untagged *T.thermophila* fastq files were generated and they can be found at the following GEO link: GSE125576.

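The mock experiment used *T. thermophila* cells without a tagged protein, put through chromatin immunoprecipitation with an anti-FLAG affinity resin (IP), beside whole cell DNA (INPUT). There were 8 samples, which are 4 numbered libraries (IP and INPUT of replicates 1 and 2), each sequenced in an October run and a November run. The sample titles give the same library number on both dates and the paper names a pair of mock replicas, so the runs of a library were summed and counted as 1 sample. Reads were divided between the runs of a library with a chi-square per degree of freedom between 1.10 and 1.26, slightly above the sampling noise, against 114.3 between the IP replicates and 4.19 between the INPUT replicates. The authors aligned the reads with BWA to their macronuclear assembly (T_thermophila_June2014) and deposited the number of reads counted in each genic and intergenic region, without normalization. The text states no removal of duplicates or filter on mapping quality. Reads of repeats and near-identical gene copies can be placed on either copy, and reads where genes overlap can be counted for both.

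After summing, 11571471 reads were counted in the IP of replicate 1 and 16784584 in the IP of replicate 2, with 4015432 and 4107652 in their INPUT. The single runs held between 3788354 and 11280537 reads in IP (median 6643580) and between 1319586 and 2750755 in INPUT (median 2026370). Enrichment was computed as in the paper, as IP/INPUT after dividing each count by the depth of its library. The total of counted reads stood in for the clusters PF, which the tables do not give. Counts in IP and INPUT were compared with edgeR's quasi-likelihood test with the replicate as a block, over 53162 genic and intergenic regions that passed its filter on low counts (minimum count 10). With 2 pairs the test had little power. On simulated counts with the dispersion of these libraries (0.291), 2.5% of 200 regions changed 8-fold were recovered, against 100.0% at a dispersion of 0.05. Every simulated region had the same dispersion, which need not hold in the data, so the 2.5% is not the power for each region.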

We recommend assessing the quality of the data obtained from the NGS. This step is important to have general information regarding the run. This fastQC report also helps to understand the alerts present in each sample, these alerts do not necessarily mean that the NGS run failed [42]. In other words, this step is to verify if the *fastq* data has any alerts that have to be addressed before proceeding to the processing. For example, in our case our data for the *Per base sequence quality* fell into the very good quality reads (green) area of the y axis allowing us to avoid quality trimming. On the other hand, we obtained a flag for *Overrepresented sequences*, in particular the one that called our attention was the sequence containing only the nucleotide N. Since our reads are 35-58 base pairs long, the allowed maximum mismatch to the genome will be up to 3 base pairs according to the BWA algorithm [22] hence it will not consider these sequences for the alignment.

#### Visualization and list of reads

After, the determination of enriched regions we can further analyze them using a visualization tool, such as IGV. The region of interest can be copied from either the genic or intergenic table. This localization corresponds to where the protein of interest is localizing with respect to annotated genes (see Fig. 4 panel A) or an intergenic region (see Fig. 4 panel B). It is important to note that for Ibd1’s ChIP-Seq [16] data we also used MACS2 a main-stream application to call peaks [14]. The visualization option for MACS2 and RACS are similar in that both provide a specific file that can be used for this purpose. In the case of RACS, our pipeline uses *.bam* and *.fai* files which are generated within the GENIC part of the pipeline (see Fig. 1). Such *.bam* files can be opened in IGV, although the *.fai* (index) file will not, however both files should be present in the same directory. The required files for IGV visualization are depicted in Fig. 1. In addition, the *.bam* files generated by RACS can be used as input for MACS2. When compared the MACS2 visualization file to the RACS *.bam* files using IGV (Fig. 4, panels A and B), we observed that the RACS files provide a visual of the portion enriched. Here we observed that the IP samples are clearly enriched regions showing peaks when compared to the INPUT samples. This can be determined by noting the numbers shown in each of the IGV tracks, which represent its corresponding reads accumulation.

**Fig. 4:**
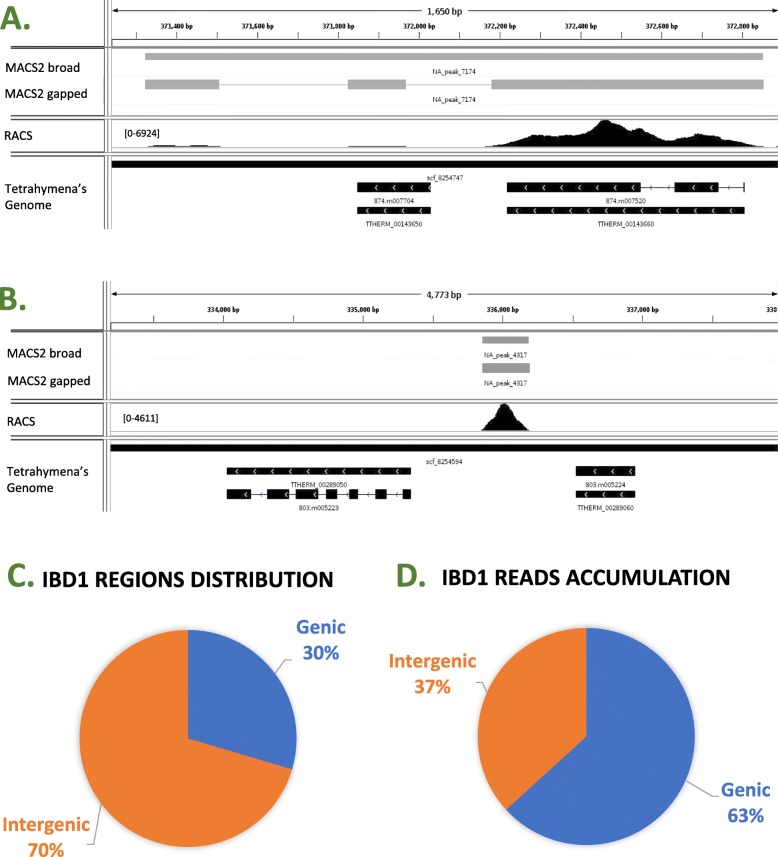
**a** and **b** Visualization genic and intergenic region using IGV. The top track shows MACS2 broad and gapped peaks. The middle track shows RACS visual representation of reads accumulation. Note that RACS shows graphical reads behaviour and accumulation preferences. The bottom track shows *T.thermophila*’s genes. On the other hand, MACS2 found two weak peaks that can be interpreted as background by our pipeline. The range inside the brackets represents the highest number of reads for that specific track. **c** Ibd1 localizes to more intergenic than genic regions. **d** The majority of reads are found in genic regions. These results take into consideration the updated information provided by the mock samples

The track corresponding to our pipeline in Fig. 4 panel A shows clear accumulation of reads on the gene that is on the right side as it is in the track form MACS2. However, for the gene and the intergenic region on the left side of the track RACS does not show a clear accumulation whereas MACS2 does. Figure 4 panel B shows a perfect match. The ability of comparing these two tools at the same time can help the user by providing more robust results that can lead or not to further investigation of the specific sequence.

The output lists provided by RACS are segregated into two *.csv* files. The first file contains the genic and the second the intergenic regions. Both lists contain the all reads obtained from the INPUT and IP samples. This obtained data should be filtered with the data obtained from Mock samples. We found that the output of MACS2 provides a list of peaks. MACS2 does not classify the peaks based on the localization to a gene or an intergenic region as RACS does. However, this can be addressed using BEDTools [15] after MACS2 analysis. The datasets generated by MACS2 and RACS can be found at the GEO link GSE103318.

#### Mock samples facilitate the analysis

In [16] we found that the majority of genes regulated by Ibd1 were highly expressed housekeeping genes. For that analysis a filtering step using ChIP-Seq data from untagged samples were not employed, and instead a cut-off was implemented based on accumulation of reads. However, since the cut-off was arbitrary, there was some degree of uncertainty in regards of its astringency. 

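In the untagged cells, 282 regions had more reads in IP than in INPUT at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 pairs), and 35 had fewer. The 282 regions were 207 genic and 75 intergenic ones, with log2 fold changes between 2.66 and 6.70, and all 282 had an enrichment of at least 1.5 in both replicates. They held 9.54% of the IP reads in replicate 1 and 4.71% in replicate 2, against 0.445% and 0.367% of the INPUT reads. The number depended on the processing. With edgeR's TMM normalization 48 regions were higher, and 5 of them were among the 282, while with DESeq2 1519 were higher, with 281 of the 282 among them. With the INPUT libraries exchanged between the replicates, a fit made after the data were seen, 3 regions were higher, all among the 282, and none of the regions named here was among them.

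Among the genic regions with an adjusted p-value under 0.05 and at least 50 INPUT reads in each replicate, the largest log2 fold change was at TTHERM_00439250. This gene, described as GIP1, a papain family cysteine protease, lies on scf_8254607 from 163191 to 164354. Its enrichment was 180.5 in replicate 1 and 43.1 in replicate 2, a mean of 111.8 ± 97.1 (SD, n = 2), with a log2 fold change of 6.46 (standard error 1.69, adjusted p = 0.0264, edgeR). The hypothetical protein gene TTHERM_000522989 on scf_8254664 from 469786 to 470547 had enrichments of 101.8 and 53.7 and a log2 fold change of 6.21 (standard error 1.29, adjusted p = 0.00128, edgeR). TTHERM_001362507 reached 89.6 and 43.1, TTHERM_00419790 reached 59.6 and 24.8, and the tubulin gene BLT1 (TTHERM_01104960) reached 62.9 and 16.1, with adjusted p-values of 0.00102, 0.0471 and 0.00107 from edgeR. Among the intergenic regions under the same limits, the largest log2 fold change was on scf_8254607 from 196857 to 198165, between TTHERM_000439148 and TTHERM_000439149. This region had enrichments of 59.0 and 25.2 (log2 fold change 5.27, standard error 1.28, adjusted p = 0.011, edgeR). Regions on scf_8254605 from 174257 to 175511, on scf_8254033 from 5540 to 6752, on scf_8254551 from 269882 to 270326 and on scf_8254638 from 642002 to 642641 followed, with mean enrichments of 38.7, 31.5, 26.0 and 22.6. The last had 10.5 in replicate 1 and 34.6 in replicate 2, the opposite order to the other 9 regions. The intergenic region on scf_8254033 directly borders TTHERM_001362507, which lies from 6753 to 7352. They form a contiguous stretch and are not separate sites. With the TMM normalization none of these 10 regions had an adjusted p-value under 0.05, with log2 fold changes between 4.96 and 7.16. With DESeq2 all 10 had one (adjusted p of 7.91e-09 or lower). The same held with the 4 pairs of single runs kept apart, which treats runs as replicates (adjusted p of 0.00422 or lower, edgeR). With the genic and intergenic tables scaled separately, the 5 genic regions stayed under 0.05 and the 5 intergenic ones did not (adjusted p from 0.0762 to 0.308, edgeR). With a correction for region length, chosen after seeing the data, 0 of the 10 stayed under it (adjusted p from 0.0592 to 0.410, edgeR). In the fit of regions with at least 50 INPUT reads alone, TTHERM_00439250 and TTHERM_00419790 rose above it (adjusted p = 0.0754 and 0.0940, edgeR). TTHERM_00419790 also did so without the replicate block (0.0667) and with the October run alone (0.0548). The same held with the 3 genes with most reads left out of the totals (0.0505).

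A high number of IP reads did not by itself give an adjusted p-value under 0.05. TTHERM_00606960, the SerH surface immobilization antigen on scf_8254754 from 74468 to 75739, held 0.776% of the IP reads in replicate 1 and 0.112% in replicate 2, with enrichments of 14.6 and 4.32 (adjusted p = 0.856, edgeR). TTHERM_00502720, a putative transmembrane protein gene, had enrichments of 78.1 and 27.7 (adjusted p = 0.0836, edgeR). In the region of Fig. 4A, TTHERM_00143650 had 15 and 13 INPUT reads and enrichments of 9.37 and 3.60, and the neighbouring histone H2A gene HTA3 (TTHERM_00143660) had 2.88 and 0.764. The intergenic region of Fig. 4B, on scf_8254594 from 335348 to 336525, had 3.18 and 1.08. None of these 3 passed an adjusted p-value of 0.05 (0.644, 0.856 and 0.856, edgeR). With DESeq2, TTHERM_00606960, TTHERM_00502720 and TTHERM_00143650 did pass it (adjusted p = 0.000342, 1.27e-11 and 0.00307). These genes also passed in edgeR with the 4 pairs of single runs kept apart (0.0155, 0.00299 and 0.0214), which treats runs as replicates. TTHERM_00502720 passed in edgeR with separate scaling of the tables (0.000718) and with no filter beyond 1 read (0.0114). TTHERM_00143650 passed there with the length correction (0.00656). No other edgeR fit brought any of these genes under it.

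**Figure D2:**
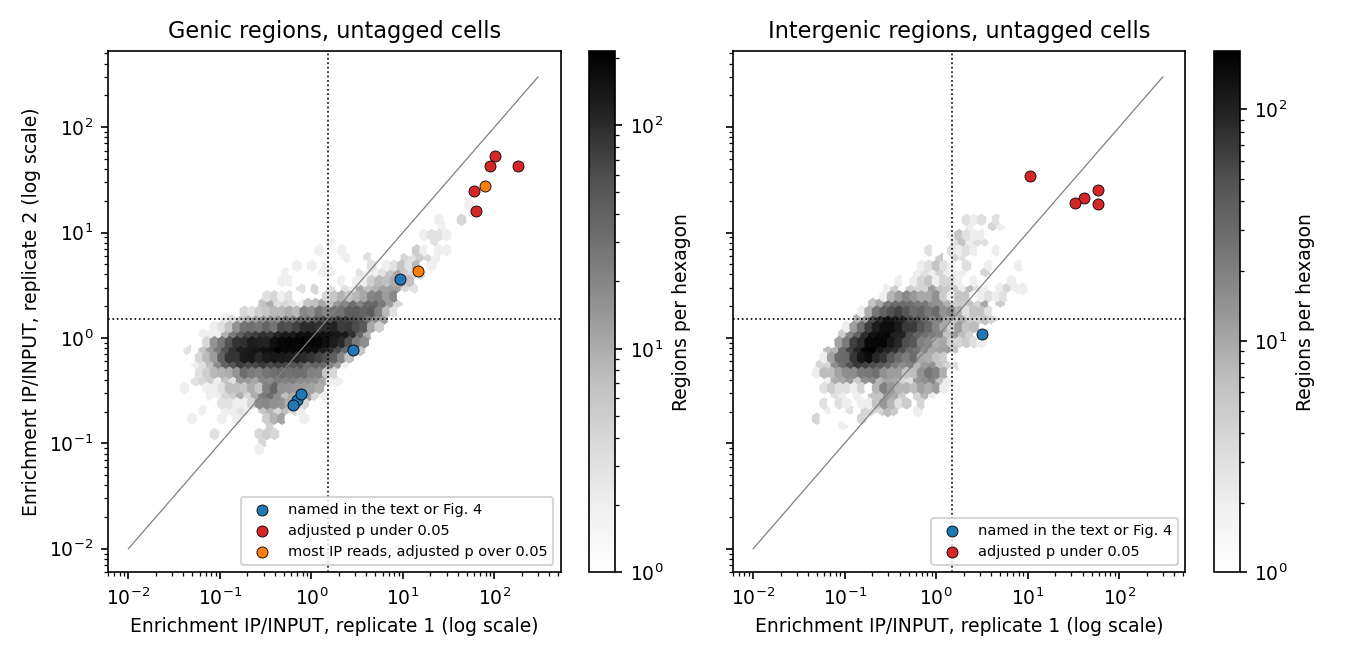
Enrichment (IP/INPUT) of each region in replicate 1 (x axis) against replicate 2 (y axis) in untagged cells, both on log scales, for genic regions (left) and intergenic regions (right) with at least 50 INPUT reads in each replicate. Grey hexagons count regions, dots mark the named regions (TTHERM_00143650 has 15 and 13 INPUT reads), the line marks equal values and dotted lines mark an enrichment of 1.5; the dots in red are regions with an adjusted p-value under 0.05.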

To overcome this limitation and further facilitate the analysis, for this study we performed a mock ChIP-Seq experiment using untagged control *T.thermophila* cells in order to reveal the identity of the set of specific DNA sequences that have affinity for the antibody-conjugated chromatography resin either directly or mediated through unknown protein(s) in the chromatin extract. RACS analysis of the Ibd1 ChIP-Seq dataset filtered by two mock IP ChIP-Seq replicas from untagged *T.thermophila* enhanced RACS’ ability to discriminate non-specific DNA binding (see “Post-processing” section Post-processing for further details). In addition, the use of mock ChIP-Seq samples eliminated the uncertainty associated with using the arbitrary cut-off. 

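This filter subtracts the mock enrichment, which was computed here with totals of counted reads in place of clusters PF. As a mean of both replicates, it was 1.5 or more in 5568 of 26952 genic regions (20.7%) with INPUT reads in both. Among such intergenic regions it was 1930 of 27434 (7.04%). These counts depend on the scaling. With the genic and intergenic tables scaled separately they were 4604 and 2602, and TMM or DESeq2 factors were not tried for them. The median of the mean enrichment was 0.810 in genic and 0.645 in intergenic regions, and its 99th percentile was 7.79 and 4.60. The genic median was the higher one in replicate 1 only, with 0.618 against 0.272, while replicate 2 had 0.917 against 0.963. The replicates also differed in which regions reached 1.5. In replicate 1, 6596 genic and 1153 intergenic regions reached 1.5, against 4133 and 5150 in replicate 2, and both replicates reached it in 2509 genic and 740 intergenic regions. Over 52983 tested regions the log2 enrichments of the replicates had a Pearson correlation of 0.400 and a Spearman correlation of 0.323. These are correlations across regions, which are not independent replicates. Within genic regions the Pearson correlation was 0.480 and within intergenic regions 0.401. Among 21055 regions with at least 50 INPUT reads in each replicate, 1361 reached 1.5 in both, where the product of the shares of each replicate gives 455.4. The Ibd1 samples were not analysed here. The paper subtracts the average mock enrichment from the average of the tagged samples, and states that this improved how well non-specific DNA binding could be told from the binding of Ibd1.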

Between both the analysis presented in [16], and this new analysis (RACS), there are not major statistical differences regarding Ibd1 localization to genes that are highly, moderate, or low to no-expressed (Table 1). The statistical analysis presented in Table 1 shows that the hypothesis generated in [16] regarding an Ibd1 function related to transcription of highly expressed genes stands. The calculation of this result can be found in the Result tab of the genic table (RACS/datasets/TET_Ibd1_MAC_Genome_Genic.xlsx ).

**Table 1:** Comparison of Ibd1 localization presented in [16] (without untagged controls) and analyzed by RACS using untagged controls (current study)

(a) Ibd1 localization presented in both studies.		
	Ibd1 localization %	Ibd1 localization %
Expression level	using untagged controls	without untagged controls
High expression	51	54
Moderate expression	6	16
Low to no-expression	16	14
Non-available expression		
for the TTHERMs in the		
GSM692081 data set	27	16
(b) t-Test: Paired Two Sample for Means		
t-Test: Paired Two Sample for Means		
	Ibd1 localization % using untagged controls	Ibd1 localization % without untagged controls
Mean	25	25
Variance	374	374.6667
Observations	4	4
Pearson Correlation	0.89581514	
Hypothesized mean difference	0	
df	3	
*t* Stat	0	
*P*(*T*≤*t*) one-tail	0.5	
*t* Critical one-tail	2.35336343	
*P*(*T*≤*t*)two-tail	1	
*t* Critical two-tail	3.18244631	

There is a correlation of 0.896 and non-statistical differences between the two data sets. The data presented in [16] uses an arbitrary cut-off. The data presented in this paper does not use the arbitrary cut-off and instead uses as cut-off the values obtained by the analyses of the untagged samples

#### RACS aids in the determination of the protein of interest function

To gain insights in the POI function, we segregated its localization between genic and intergenic. After analyzing Ibd1’s raw ChIP-Seq data with RACS, tables with the total number of reads found in each of the 26,996 genic and 27,780 intergenic regions were generated [16]. From the genic and intergenic tables we observed that Ibd1 localizes to more individual intergenic regions than genic regions (Fig. 4 panel C). However, the majority of reads accumulation are in the genic regions (Fig. 4 panel D), suggesting that Ibd1 primary localization is within the genic implicating Ibd1 function in transcription regulation.

The function of Ibd1 was further inferred based on the GO annotations for biological process [43] categories of genes to which it binds. From the genic table (RACS/datasets/TET_Ibd1_MAC_Genome_Genic.xlsx ) we observed that Ibd1 mostly localizes to genes that are highly expressed and related to housekeeping function; such as, cellular function, translation, gene expression, biogenesis, cytoplasmic translation among others (see Fig. 5). The calculation of this result can be found in the *Gene_Ontology* tab of the genic table (RACS/datasets/TET_Ibd1_MAC_Genome_Genic.xlsx} ).

**Fig. 5:**
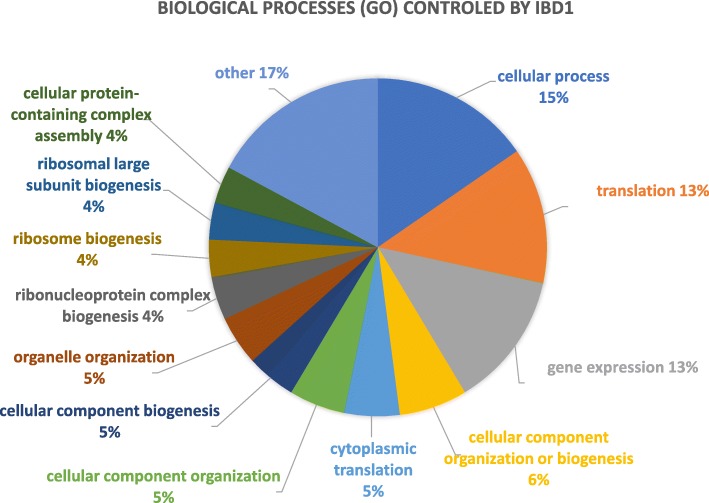
Gene Ontology (GO) analysis of genes controlled by Ibd1. GO predicted that the majority of Ibd1 bounded genes are related to housekeeping functions

### RACS for *T.thermophila*’s rDNA minichromosome

The obtained data from Ibd1 ChIP-Seq was used against the rDNA minichromosome sequence [44]. Ibd1 is not enriched in any of the 3 genic or 4 intergenic regions. The generated tables can be found in the repository, under the datasets subdirectory: *TET_Ibd1_rDNA_Genic.xlsx* and *TET_Ibd1_rDNA_Intergenic.xlsx*.

#### Outliers

During the Post-processing stage, we found a great number of reads for the following three genic regions: TTHERM_02141639, TTHERM_02641280, TTHERM_02653301; in the tagged and untagged ChIP-Seq samples. 

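In the untagged samples TTHERM_02141639 (hypothetical protein, scf_8254915 from 220 to 570) had 126535 IP reads in replicate 1 and 38268 in replicate 2, the most of all genic regions in each. TTHERM_02641280 (hypothetical protein, scf_8253895 from 546 to 791) had 73350 and 22396, and TTHERM_02653301 (putative Cyp-like protein, scf_8255706 from 802 to 1112) had 23590 and 7495. Their INPUT counts were high as well, at 63173 and 36308, at 32945 and 18653, and at 13024 and 7955, which rank 1, 2 and 4 among the genic regions of both INPUT libraries. TTHERM_02141639 took 1.57% (95% Wilson interval 1.56% to 1.59%) of the INPUT reads of replicate 1 and 1.09% (1.09% to 1.10%) of its IP reads. In replicate 2 it took 0.884% (0.875% to 0.893%) of INPUT and 0.228% (0.226% to 0.230%) of IP.

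With library totals, the enrichment was below 1 in both replicates for each gene. It was 0.695 and 0.258 for TTHERM_02141639, a mean of 0.476 ± 0.309 (SD, n = 2). For TTHERM_02641280 it was 0.773 and 0.294 (mean 0.533 ± 0.339, SD, n = 2), and for TTHERM_02653301 0.629 and 0.231 (mean 0.430 ± 0.281, SD, n = 2). The adjusted p-values were 0.890, 0.881 and 0.856 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which had little power with these 2 pairs. In replicate 1 the side of 1 depended on the scaling. With the TMM normalization the values there were 1.75, 1.95 and 1.59, and with the size factors of DESeq2 1.91, 2.12 and 1.72, while in replicate 2 all stayed between 0.242 and 0.312. Every listed region on the scaffolds of the first 2 genes had at least 1047 times the median INPUT reads per kb, and reads from further copies or repeats were not separated from these.

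**Figure D3:**
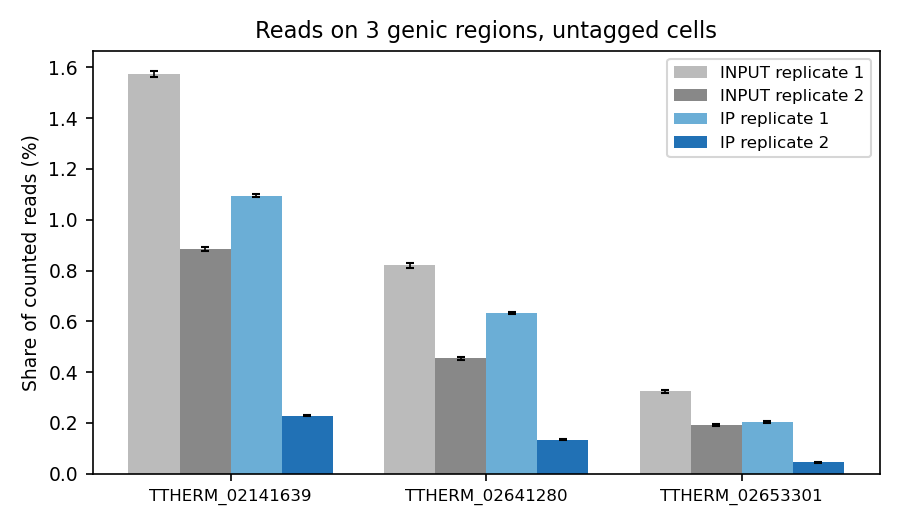
Share of counted reads (y axis, %) on each of the 3 genic regions (x axis) in INPUT and IP of both replicates of untagged cells, with 95% Wilson intervals as error bars. In each replicate the IP bar is lower than the INPUT bar, for example 1.09% against 1.57% for TTHERM_02141639 in replicate 1.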

After applying the 1.5 × cut-off for enrichment of Ibd1 we found that the first two mentioned genic region were filtered out after the subtraction step described in the (“Utilities: validation and quality checks” section). The third gene passed the control, thus, seems that Ibd1 localizes to this region. In other words, the accumulation of the first two regions are due to nonspecific binding and the third to specific binding. This is another example of why the untagged strains can help to determine if this found accumulated DNA in the untagged and tagged samples are or not due to specific binding.

### Performance

By implementing this pipeline as described here, we obtained roughly a factor of 4× faster in comparison to a serial and non-I/O optimized (i.e. not using RAMdisk), in an equivalent hardware to the node used in the cluster. This is something we have also observed by using similar techniques (e.g. RAMdisk) in other type of bio-informatics pipelines where the hierarchy of the computational scales is dominated by the I/O parts of the code. Moreover, we processed a second set of data, that was roughly 3 times larger than the original data –which would not fit in memory (>64 GB)–, utilizing a more modern node (i7 core) with a solid-state device (SSD), we were able to further reduce the processing time approximately by another factor of ∼4. This type of trend is typical in cases where performance is dominated by computations and I/O operations (e.g. reading and writing files), for which the combination of faster processing plus faster access to the data is essential for improving the overall performance. Nevertheless, we should emphasize that even when RAMdisk or an SSD can be a solution that could in principle be thrown to similar type of problems, i.e. intensively I/O demanding ones, the best approach would always be to try to mitigate and reduce as much as possible the I/O operations, as these usually represent the slowest part in any computational implementation.

Other points to notice are: i) in most of the cases, increasing the number of cores, improves performance in terms of speed-up factors; ii) speed-up factors, also depend on the size of the data sets, although in general they follow a very similar trend; iii) larger data sets require larger processing times, while –in general– smaller data sets show better scaling performance, which in principle can be understood as the pipeline has no communication parallelism implemented; iv) there are limitations to these scaling trends, for instance when the amount of data/work to be splitten is not big enough with respect to the overhad cost of organizing the work distribution (an example of this can be seen in Table 2 with the MED31-1 dataset when attempting to run with 64 cores).

**Table 2:** RACS scaling and performance trends for the ORF part of the pipeline: we performed the standard *strong scaling* analysis, as well as a function of different dataset sizes

Initial data size	Number of procesors	Workspace usage	Walltime time
≈3 GB^a^	1	≈27 GB	7037 secs
	2	"	5059 secs
	4	"	3856 secs
	8	"	3238 secs
	16	"	2940 secs
	32	"	2801 secs
	64^b^	"	2463 secs
≈2.4 GB^c^	1	≈20 GB	5477 secs
	2	"	4005 secs
	4	"	3128 secs
	8	"	2678 secs
	16	"	2456 secs
	32	"	2344 secs
	64	"	2161 secs
≈6.8 GB^d^	1	≈50.3 GB	6987 secs
	2	"	5662 secs
	4	"	4864 secs
	8	"	4451 secs
	16	"	4245 secs
	32	"	4148 secs
	64	"	4155 secs
≈7.1 GB^e^	1	≈53.4 GB	7728 secs
	2	"	6191 secs
	4	"	5255 secs
	8	"	4740 secs
	16	"	4529 secs
	32	"	4413 secs
	64	"	4249 secs
≈1.4 GB^f^	1	≈8.3 GB	2874 secs
	2	"	1796 secs
	4	"	1218 secs
	8	"	920 secs
	16	"	773 secs
	32	"	702 secs
	64	"	639 secs

^a^Ibd1-1 data set for *T.thermophila* [16].

^b^Although there are 40 physical cores in the TDS/Niagara nodes, *hyperthreading* is enabled so it can be used up to 80 logical cores.

^c^Ibd1-2 data set for *T.thermophila* [16].

^d^MED31-1 data set for *T.thermophila* [48].

^e^MED31-2 data set for *T.thermophila* [48].

^f^Data set for *O.trifallax*.

As it can be seen, the working space (in this case *memory utilization*) can reach up to a factor of 9-10 × the size of the initial data to be processed. Further details about memory consumption can be found in the README document and the “doc” directory, included within the RACS repository. These tests were run in the TDS system (i.e. one Lenovo SD530 node with 40 cores and 192GB of RAM with CentOS 7.4 operating system) of the Niagara supercomputer [27], utilizing RAMDISK as working space

### RACS for *O.trifallax*

To test RACS in a different model organism we utilized the data generated for the following study [17]. The used data set can be found at the GEO link: GSE55703 and the tables generated by RACS are available in the repository, under the datasets subdirectory: *OXY_Rpb1_MAC_Genic.xlsx* and *OXY_Rpb1_MAC_Intergenic.xlsx*. After analyzing this published data, we found that Rpb1 binds to 90% of the 24,885 annotated genes and to 54% of the 43,326 RACS generated intergenic regions. This result concludes that Rpb1 has a genome wide distribution and it is consistent to what it was published previously. In Fig. 6 (panels A and B) it is shown that the DNA distribution throughout the gene is consistent to what it was found in [17]. A new result found by RACS for this study is presented in Fig. 6 panels C and D. Figure 6 panel C shows that Rpb1 interacts with the same amount of genic and intergenic regions. However, Fig. 6 panel D shows that 81% of all reads are distributed in the genic regions. This shows that Rpb1 has a preference for gene bodies.

**Fig. 6:**
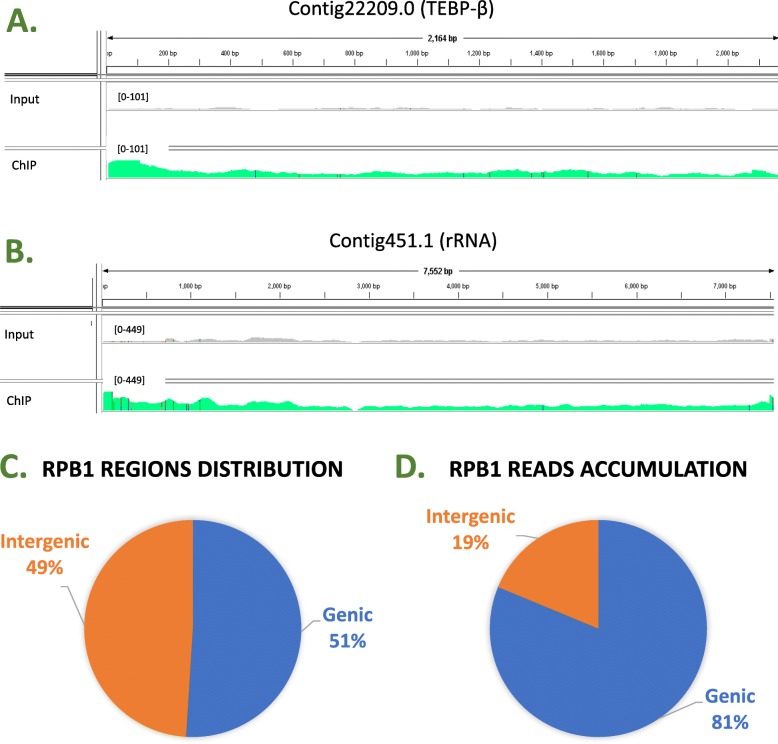
RACS analysis using *Oxytricha trifallax* ChIP-Seq Rpb1 data gives results comparable to the reported in [17]. **a** and **b** Rpb1 enriches along Contig22209.0 and Contig451.1. The range inside the brackets represents the highest number of reads for that specific track. **c** Rpb1 can be found binding a similar amount of genic and intergenic regions throughout the genome; however, **d** most of the reads that were pulled down by Rpb1 are within genic regions

## Discussion

In this paper, we have presented RACS, a pipeline implementation utilizing open source tools for the rapid analysis of ChIP-Seq data for a POI from an organism with a contig-based genome sequence. RACS utilizes the predicted gene coordinates and groups the reads accumulation for genic and intergenic regions in ranked form. The objective is to be able to infer POI function based on its chromatin occupancy. This pipeline has been applied to *Tetrahymena thermophila* and *Oxytricha trifallax*’s ChIP-Seq data, but its application can be extended to ChIP-Seq datasets generated in any other organisms.

Initially, when we called peaks for Ibd1 ChIP-Seq data using MACS2, the output did not indicate whether the protein localizes to a genic or an intergenic region. MACS2 calls all peaks regardless of their position in a genic or intergenic region, which makes interpretation difficult when combined with the minimal annotation of the *Tetrahymena* genome. RACS segregates ChIP-Seq ranked peaks between genic and intergenic which can help to quickly assign biological function to a POI. We note that other programs, such as BEDTools, can be used to perform this task in combination with MACS2. Without the need of any additional “external” software, RACS calls peaks and segregates them in two tables based on the given set of coordinates (genes) or the remaining regions in the genome that were not provided by the user (intergenic). Thus, our pipeline is appropriate to address biological questions regarding function based on genome position.

We hold the opinion that MACS2 and RACS are complementary to each other, but empathize that they are not dependent on each other for analysis. For example, MACS2 can be used to establish or to generate a set of coordinates for a specific transcription protein binding to the genome. Thus, we can infer that the POI is attaching to specific areas in the genome to control transcription and we could annotate these regions as binding sites for the specific transcription protein. Then, if we perform ChIP-Seq on a different protein that has also been shown to physically interact with the transcription protein previously mentioned, we could use the coordinates given by MACS2 to generate a *.gff3* file to input it alongside the genome file to the RACS pipeline. This will allow us to rapidly determine the degree of overlap and potential co-localization in some or all binding sites. In that, MACS and RACS can synergize to provide a powerful tool for the analysis of less developed genome sequences.

Even when there are many computational tools available for processing ChIP-Seq data, RACS is particularly suitable for the analysis of contig-based genome sequence with associated minimal annotation. Other tools, such as, MACS2 and metagene using deepTools analysis [45] complement RACS. Recently several ChIP-Seq studies [46–48] have emerged for *T.thermophila*. However, there is a lack of standardized computational methods for this model organism, hence it becomes difficult to reliably reach at the same conclusions when replicating the findings. Our tool is the first effort in *T.thermophila* to provide a community resource for genome-wide ChIP-Seq studies, therefore it has the potential to contribute to standardization of ChIP-Seq analyses in ciliates. We intend to continue refinement of RACS based on community need. For example, recently, single-molecule sequencing based on nanopores has emerged as a promising technology with a potential to revolutionize the genomics [49]. The nanopore sequencing provides the advantages of 1) long reads, enabling the de novo transcriptome analysis [50], 2) point-of-care, making real-time analysis possible [51], and 3) PCR free, allowing the direct identification of epigenetics [52]. Considering its promising outcomes, studies using model organisms with divergent genomes, such ciliates and parasitic organisms including *Trypanosoma*, will be particularly benefited from the nanopore sequencing technology [53]. Currently, a major challenge is to develop sophisticated and high-performance computational tools to interpret and analyze the nanopore sequencing data [54–56]. In future, we aim to improve and implement the RACS pipeline for the analysis of nanopore sequencing data.

## Conclusions

RACS is an excellent tool for genomes that are contig-based and/or have poor annotations, it permits the segregation of reads accumulation between genic and intergenic region after ChIP-Seq processing. RACS is complementary to other tools, such as MACS2, as it can help to discriminate complex regions improving the overall analysis.

RACS offers an alternative tool with a different approach focused on a simple, modular and open approach. RACS offers a versatile, agile and modular pipeline that cover many of the steps needed in the process of analyzing ChIP-Seq data.

The pipeline uses HPC tools, such as RAMdisk or batch processing via scheduling in cluster type environments, so that the data analysis can be done for large datasets. The scripts are reusable and generic enough that can be simply modified and utilized in other pipelines as well.

The modular approach we followed when developing RACS, also allows for future developments as this pipeline could be easily ported as a backend of a web interface, or a *gateway* portal, serving a larger group of researchers from different disciplines.

## Abbreviations

ChIP-Seq: Chromatin immunoprecipitation coupled to next generation sequencing
ENCODE: Encyclopedia of DNA elements
FCS: Flowcell summary
GEO: Gene expression omnibus
GO: Gene oncology
GPC: General purpose cluster
HDD: Hard disk device
HPC: High performance computing
I/O: Input/output
IGR: Intergenic region
IP: Immunoprecipitated
MAC: Macronucleus
MIC: Micronucleus
N: Normalized
NGS: Next generation sequencing
ORF: Open region frame
OXY: Oxytricha trifallax
PCR: Polymerase chain reaction
PF: Passing filtering
RACS: Rapid analysis of ChIP-Seq data
TET: *Tetrahymena thermophila*

How the deposited data were processed for this re-analysis (not part of the article)

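Chromatin immunoprecipitation and sequencing of untagged *T. thermophila* cells, the mock control of the study, was analysed from 8 samples. These are 4 IP and 4 INPUT samples of 2 replicates, each library sequenced in 2 runs. The tagged Ibd1 samples and the *O. trifallax* samples were not analysed here.

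The authors aligned the reads with BWA, sorted them with SAMtools and deposited raw counts of reads per region in 4 genic and 4 intergenic tables, each with 1 INPUT and 1 IP library. The counts are not divided by clusters PF. The paper's text states no removal of duplicates or filter on mapping quality. BWA places a read that matches several positions on 1 of them, so counts on repeats and gene copies are uncertain. Reads where genes overlap can be counted for both. Lengths and coordinates are those of the deposited tables, on the assembly T_thermophila_June2014. Gene names were looked up in a RefSeq gene table of assembly JCVI-TTA1-2.2, where all 26996 were found.

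The runs of each library were summed, which gave 2 IP and 2 INPUT libraries, and 1 intergenic region whose start differs between the tables was left out. The INPUT libraries held 4015432 and 4107652 reads and the IP libraries 11571471 and 16784584. Each region was tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, two-sided) with the replicate as a block, library sizes equal to the total of counted reads, a filter of filterByExpr with a minimum count of 10 and Benjamini-Hochberg adjustment over 53162 genic and intergenic regions together. Standard errors were derived from the log2 fold change and the F statistic. The pairing comes from the paper, which divides each IP by the INPUT of the same sample. The deviations of IP and INPUT between the replicates had a correlation of 0.0807 across regions. With groups of 2 libraries no other splits of the samples into groups were counted, and a fit with the INPUT libraries exchanged between the replicates was made after the data were seen.

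Enrichment was the ratio of IP to INPUT after division by the library totals, for regions with at least 1 INPUT read in each replicate, with the study's threshold of 1.5 on the mean. Shares of single libraries have 95% Wilson intervals from scipy 1.17.1, which cover counting error only, since the reads carry no molecular identifiers. The regions named in the text are those the paper names in its text and in Fig. 4A and 4B, the 5 genic regions with the largest mean share of IP reads, and the 5 genic and 5 intergenic regions with the largest log2 fold change among those with an adjusted p-value under 0.05, an enrichment of 1.5 in both replicates and at least 50 INPUT reads in each. This gave 18 regions.

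Lists of genes were taken from the deposited descriptions (cytosolic and bacterial-type ribosomal proteins, core histones, hypothetical proteins and surface immobilization antigens), and the median log2 fold change of each was placed among 10000 random lists matched on INPUT reads. The test of regions and the test of lists were checked on simulated data. With the dispersion estimated from these libraries (0.291) given to every region alike, 2.5% of 200 regions changed 8-fold were recovered with 1 false call among 53162 regions. Of 20 lists raised by 1 on the log2 scale over 26768 genes, 20 passed the 95th percentile, and of 20 unchanged lists 1 did.

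The alternatives were edgeR's TMM normalization, DESeq2 1.42.0, no replicate block, the 4 pairs of single runs kept apart, each run alone, other filters on low counts, separate scaling of the genic and intergenic tables, leaving the 3 genes with most reads out of the totals, a pseudocount of 1, a threshold of 2, the threshold in both replicates, and each replicate left out. These alternatives and the test of regions were set before the counts were examined. The list of surface immobilization antigens was chosen after a member was seen among the genes with most IP reads, and a correction for region length was added after seeing the data, as was the exchange of the INPUT libraries. A correction for GC content was not run, since it needs a genome sequence, which was not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps.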

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

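The tests of explanations described here were chosen after the results they bear on had been seen. The test of regions and the fits with TMM and DESeq2 were set before the counts were examined, and the exchange of the INPUT libraries was not.

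In the untagged cells 282 genic and intergenic regions had more reads in IP than in INPUT, with INPUT as the control. The mean enrichment was 111.8 at TTHERM_00439250 and 77.8 at TTHERM_000522989 among genes, and 42.1 at scf_8254607 from 196857 and 38.7 at scf_8254605 from 174257 among intergenic regions. The number 282 depends on the processing. With TMM normalization 48 regions were higher, 5 of them shared, and with DESeq2 1519 were, 281 of them shared. With the INPUT libraries exchanged between the replicates 3 were.

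Several technical explanations are argued against. Counting noise is argued against as the whole cause. In 20 simulations in which every region had an enrichment of 1 and differed by counting noise alone, at most 0.101% of the regions with 10 to 49 INPUT reads reached 1.5 in both replicates, against 5.66% in the data. For regions with under 10 INPUT reads the highest simulated value was 3.49% against 5.71%, so part of these can be noise. Among regions with at least 50 INPUT reads, those at 1.5 in both replicates were 2.99 times as many as the product of the shares gives. The next tests cover only these last regions, which hold 119 of the 282. Differences confined to 1 pair would leave no correlation between replicates, and it was 0.482. Reads carried over from another library in only 1 of the sequencing runs would make the runs differ. The enrichment of the 1361 regions at 1.5 in both replicates differed between runs by a median of 0.223 on the log2 scale, against 0.965 between replicates. Of these regions, 1138 (83.6%) reached 1.5 in all 4 pairs of single runs, though they were chosen on the sum of the same runs. Carry-over that recurred in both runs would leave no such difference, so it stays open.

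Other explanations stay open. The 1361 regions had 1.51 times the INPUT reads per kb of the other regions, while the highest ratio among 1000 random sets was 1.04. Extra copies or reads placed on repeats would raise IP and INPUT alike, so this ratio does not decide whether they have a part in the enrichment. Region length stays open as well. With the trend of IP/INPUT on length removed, 119 of the 282 regions kept an adjusted p-value under 0.05, but this correction also moved the centre of all regions, so length is not separated from scaling. GC content, DNA carried over from a tagged library before sequencing and a difference in handling between the replicates were not tested. Binding of the resin was tested only for lists of genes, described under the other observations. The design holds a single strain and condition, so no biological difference between conditions was tested.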

How the results depend on the processing

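The numbers of regions higher and lower in IP depended on the processing. Against 282, the number higher was 48 with edgeR's TMM normalization, 155 with at least 50 INPUT reads in each replicate, 545 with the genic and intergenic tables scaled separately, 1519 with DESeq2 and 1556 with the 4 pairs of single runs kept apart, which treats runs as replicates. Of the 282 regions, 5 were shared with TMM, 116 with at least 50 INPUT reads, 223 with separate scaling, 281 with DESeq2 and 281 with separate pairs. The number lower in IP was 35, against 9 with TMM, 53 with at least 50 INPUT reads, 311 with separate scaling and 1178 with separate pairs. The replicate block mattered as well. Without the replicate block, 583 regions were higher, 281 of them shared, and 55 were lower. With the INPUT libraries exchanged between the replicates, a pairing fitted after the data were seen, 3 were higher, 3 of them shared, 0 were lower, 0 of the named regions were higher, and the cause was not tested. With a correction for region length, chosen after seeing the data and fitted with the replicate block, 443 were higher, 119 of them shared, and 12 were lower. Each run alone, no filter beyond 1 read and leaving the 3 genes with most reads out of the totals gave between 270 and 302 regions higher, with 258 to 271 shared. Higher regions made up 89.0% of the calls, against 63.7% with separate scaling, 74.5% with at least 50 INPUT reads, 56.9% with separate pairs, 97.8% with DESeq2, 97.4% with the length correction, 100.0% with the exchanged INPUT, and from 84.2% to 91.4% with the others. The median log2 fold change of all tested regions was -0.73, -0.04 with TMM and 0.02 with DESeq2. The TMM factor was 0.480 for the IP of replicate 1 and 1.28 for that of replicate 2. The cause of these changes was not tested, except that fewer regions were tested with at least 50 INPUT reads (21055).

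Of the 18 named regions, 10 were higher at an adjusted p-value under 0.05. The number was 0 with TMM, 6 with separate scaling and 1 with the length correction, 13 with DESeq2 and with separate pairs, 11 with no filter beyond 1 read, 0 with the exchanged INPUT, and from 8 to 10 with the others. The 6 were 5 of the 10 and TTHERM_00502720, and the 1 was TTHERM_00143650, which is not among the 10. The exchanged INPUT was kept as counts only. In the other fits the log2 fold change of no named region reversed its sign. The mean enrichment of TTHERM_00143660 was 1.82, but 0.764 without replicate 1, below 1, and 2.88 without replicate 2. Over the named regions in these other fits, the adjusted p-value rose above 0.05 in 30 cases and fell below it in 9, which says nothing of the size of the fold change. With 1 replicate there is no test, so leaving out a replicate gives values only.

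The 5568 genic regions at a mean enrichment of 1.5 became 2315 with at least 50 INPUT reads in each replicate, 3412 at a threshold of 2, 2509 with both replicates at the threshold and 11585 with the length correction. The 1930 intergenic regions became 566, 1073, 740 and 5434 under the same settings, the first 3 of which are stricter by construction. Leaving out a replicate gave from 1157 to 5186 intergenic regions, the higher number without replicate 1, so the intergenic count rests on which replicate is used. The other alternatives that were run for these counts kept both within 1.5 times. TMM, DESeq2, the fit without the block and the filter of 1 read were not run for them.

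The genic share of IP reads was 67.2%, and it was from 58.8% to 75.6% in the fits that left out a replicate, so it rests on which replicate is used. For INPUT it was from 59.4% to 61.9%. Single runs or separate pairs moved either share by less than 1 percentage point. The share of enriched regions with under 10 INPUT reads was 14.6%, against 24.1% with the October run, 49.2% with the November run and 45.6% with separate pairs, all of which have fewer reads per library, and 0.0% by construction with at least 50 INPUT reads. It was from 8.18% to 16.8% in the fits that left out a replicate. The correlation of log2 enrichment between replicates was 0.400, against 0.381 with the October run, 0.330 with the November run, 0.356 with separate pairs, 0.482 with at least 50 INPUT reads, 0.415 with a pseudocount of 1 and 0.419 with the length correction.

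A GC correction, set before the data were examined, was not run. With 2 pairs, the spread limits the test to large changes, since 2.5% of simulated 8-fold changes were recovered at the dispersion of these libraries. That dispersion was given to every simulated region alike, which need not hold in the data. Depth was not varied in the simulations.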

Differences from the paper's values

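The paper states 26996 genic and 27780 intergenic regions for its Ibd1 tables, and the tables of the untagged samples list the same numbers. The paper's text prints no read count or enrichment of the untagged samples, so none was compared. The paper attributes the accumulation at TTHERM_02141639 and TTHERM_02641280 to nonspecific binding. In the untagged IP their mean enrichment over INPUT was 0.476 and 0.533, below 1 in both replicates with library totals, with adjusted p-values of 0.890 and 0.881 from edgeR. With TMM the values of replicate 1 were 1.75 and 1.95, above 1, and with the size factors of DESeq2 1.91 and 2.12, while those of replicate 2 stayed below 1. The value for TTHERM_02653301, which the paper attributes to specific binding, was 0.430.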

Other observations

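The tests of the ribosomal protein and histone genes were chosen before their results were seen, and the others after.

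The genic share of reads was 75.6% in the IP of replicate 1 and 58.8% in that of replicate 2. Depth is argued against, since the runs of a library differ about 2.05-fold in reads in IP and the share changed by at most 0.413 percentage points. Mixing of INPUT-like DNA into the IP of replicate 2 is argued against as the whole cause, while a part in it stays open. Mixing alone would keep the genic share at or above that of INPUT. The share of 58.8% was below both INPUT libraries (59.4% and 61.9%), though it differed from the lower one by less than these differ. The median enrichment was 0.618 in genic and 0.272 in intergenic regions in replicate 1, but 0.917 and 0.963 in replicate 2. Both medians moved toward 1, as mixing would have it, but their order was reversed, which mixing alone would not do. Mixing would place each region's enrichment in replicate 2 between that of replicate 1 and 1, apart from noise. Of 21055 regions with at least 50 INPUT reads, 19.2% lay outside this interval by more than a fixed factor. In 20 simulations of mixing this was at most 4.43%. Of the regions outside, 2128 were below 1 in replicate 1 and above it in replicate 2, against at most 404 in the simulations. Of the 2128, 1630 were intergenic. The simulations had the spread of the INPUT replicates, and the spread of IP apart from this pattern is not known. A difference between the replicates in handling also stays open and was not tested.

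The reads on the 3 genes with unusually many reads were compared with their surroundings. Every listed region on the scaffolds of TTHERM_02141639 and TTHERM_02641280 had at least 1047 times the median INPUT reads per kb, which is consistent with many copies of these short scaffolds or with reads placed on repeats. On the scaffold of TTHERM_02653301 the lowest ratio was 0.116, in the region before the gene, so many copies of the whole scaffold are argued against there and a repeat within the gene stays open. Affinity for the resin stays open for the reads in IP, since the highest enrichment of the 3 genes in either replicate was 0.773 with library totals, but 1.95 with TMM and 2.12 with the size factors of DESeq2.

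A hypothesis set before the lists were tested was that genes of abundant transcripts bind the resin more than other genes. With both replicates together it was not borne out for the 70 cytosolic ribosomal protein genes. Their median log2 fold change of -0.58 lay at the 38.2 percentile of matched random lists. Their percentile was 97.3 in replicate 1 and 0.0 in replicate 2. The replicates thus pointed in opposite directions, so the combined value does not decide the question. The 10 core histone genes had a median of 0.52, at the 99.8 percentile, but at 100.0 in replicate 1 and 71.4 in replicate 2, so the replicates leave this open, and near-identical histone copies can share reads. The 67 surface immobilization antigen genes, a list chosen after a member was seen at the top, had a median of 0.55 and a percentile of 100.0, with 100.0 in replicate 1 and 21.5 in replicate 2. None of these 3 lists held a gene at an adjusted p-value under 0.05 in edgeR, although with DESeq2 the surface antigen gene TTHERM_00606960 was under it. The 18 bacterial-type ribosomal protein genes lay at the 95.5 percentile, with 95.6 in replicate 1 and 70.2 in replicate 2, and the 9633 tested hypothetical protein genes at 0.0, with 0.0 and 1.06. The median log2 fold change of the ribosomal protein genes turned positive, 0.11 with TMM and 0.18 with DESeq2, but stayed below the median of all genes there (0.27 and 0.34). That of the hypothetical protein genes, -0.66, turned to 0.03 and 0.10 and also stayed below it.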
